A study of Adineta vaga with 4 samples. Its data were reported in "Bacterial N4-methylcytosine as an epigenetic mark in eukaryotic DNA" (2022).

How the data were processed

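DNA of Adineta vaga strains Av-ref and AvL1 was enriched with antibodies against 4mC or 6mA and sequenced, giving 4 libraries, 1 per strain and antibody. Groups were taken from the strain and antibody given in the sample titles. Per the submitters' processing notes, base calls were made with CASAVA 1.8.2, adapters were trimmed with cutadapt 1.9.2, reads were aligned with Bowtie and deepTools was also used. The study's methods state that the authors called peaks in the DIP-seq data with MACS, without a fragment model and without a local background. Each list comes from 1 library, and no input or control library is named in the sources used here for these lists. Av-ref reads had been aligned to the Av-ref assembly and AvL1 reads to the AvL1 hybrid assembly.

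The deposited lists give the contig, start, end and score of each peak. The score is the authors', as written by their peak caller, and grows with the strength of evidence for the peak. It was used to describe, rank and filter peaks within a list, and to rank and correlate overlapping pairs of a 4mC and a 6mA peak. In 1 alternative the same cutoff of 142, the highest of the 4 list medians, was applied to all lists; since depth is unknown, an equal score need not mean an equal strength in different libraries. Many of the strongest peaks carried the same score of 3100, which looks like a limit of the caller's arithmetic, so the order among peaks at or above it is uncertain. The lowest score was 50.0 in each list. Starts were counted from 1. A peak list holds no read numbers, so depth is unknown, and a deeper library can give more and wider peaks. Intervals of shares of peaks are Wilson 95% intervals, and that of a ratio of peak densities is an exact binomial (Clopper-Pearson) 95% interval. Both cover counting error only.

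Lists were compared within a strain with bedtools 2.31.1, a shared base being the minimum overlap. Overlap was set against 1000 random placements of the 4mC peaks, with their widths kept, on their own contigs. Contigs were taken to end at the last peak end of either mark, because contig lengths were not used here, which leaves less room on short contigs and raises the random overlap. A placement is not a replicate, and its range describes these libraries only. Clustering was the share of peaks with another peak of the same list within 5 kb. It was set against 1000 placements over contigs holding a peak of that list, in proportion to length. These contigs were taken to end at the last peak of that list. Contigs without a peak were left out and random peaks could overlap each other, which raises the random share. Pearson and Spearman coefficients of scores were computed across overlapping pairs. Calculations were done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots with matplotlib 3.10.9. The random seed was 11. The strains lie on different assemblies, so their peaks were not matched by position.

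Regions named in the text followed a rule fixed before the data were examined: per list the 5 peaks with the highest score (ties going to the wider peak) and the 3 contigs with most peaks, per strain the 5 overlapping pairs with the highest lower score, and Contig1882, Contig785, scaffold_23 and scaffold_179, which the study names. The placements of the highest and lowest 25% of a list by score, scaffold_24 and the peaks on the 26 scaffolds with 10 or more 6mA peaks were chosen after the values were seen. Alternatives kept only the upper part of each list by score, left out wide peaks or the contigs with most peaks, or changed the overlap rule, the random placement, the joining distance and the score cutoff.

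The overlap count was tested on simulated data. In 1008 simulated Av-ref 4mC peaks and 1473 simulated AvL1 4mC peaks, all 200 planted overlaps were recovered in each. Of 100 unrelated simulated lists, 5% in Av-ref and 3% in AvL1 lay in the upper 2.5% of their placements. With 100 lists neither share can be told apart from 2.5%, so they do not measure a rate of false overlap. The simulations check the counting of overlaps only.

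A comparison of peaks with genes, transposons or base composition had been planned for the case that a genome or annotation on these assemblies was at hand. None was used here, so these comparisons were not run and the regions are named by position without annotation.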

Results

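The bdelloid rotifer Adineta vaga is a microscopic freshwater animal that reproduces without males. The distribution of 2 modified bases, N4-methylcytosine (4mC) and N6-methyladenine (6mA), was examined by DIP-seq, in which DNA fragments bound by an antibody against a modified base are sequenced. Both antibodies were applied to DNA of the reference strain (Av-ref) and of the natural isolate AvL1, which gave 4 libraries, 1 for each strain and antibody. Each library was represented by its list of peaks. The sequencing depth behind the lists is unknown, since a peak list does not hold it. No group had replicates, so no difference between libraries was tested and no p-value was computed. Av-ref peaks lie on scaffolds of the Av-ref assembly and AvL1 peaks on contigs of the AvL1 hybrid assembly, and all positions below are on those assemblies. Intervals are Wilson 95% intervals and cover counting error only.

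In AvL1, the question was whether peaks of the 4mC and 6mA antibodies occupy the same places. They mostly did. Of 1473 4mC peaks, 1163 (79.0%, 95% interval 76.8 to 81.0) shared at least 1 base with a 6mA peak, and 1185 of 1385 6mA peaks (85.6%, 83.6 to 87.3) shared a base with a 4mC peak. The longest stretch with peaks of both antibodies was on Contig213, where a 4mC peak from 54535 to 136932 coincided with a 6mA peak from 54528 to 136856. The other joint peaks with the highest lower score of the pair were on Contig617 (4mC, 173691 to 220262; 6mA, 173654 to 220089), Contig37 (93458 to 121912; 93457 to 121909), Contig21 (309316 to 333340; 309311 to 326982) and Contig5431 (6843 to 22818; 7912 to 17262). All of these 10 peaks had a score of 3100, a value shared by 20 4mC and 14 6mA peaks of AvL1. So many equal values look like a limit of the caller, and the order among peaks at or above 3100 is uncertain. A random placement of the 4mC peaks on their own contigs met a 6mA peak for 27.9% of peaks on average and for 29.9% at most in 1000 placements, so the observed share was 2.83 times the random mean.

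The few AvL1 peaks with scores listed above 3100 also met a peak of the other antibody. For 4mC these were on Contig882 (1 to 10895, score 3124) and Contig777 (1 to 12458, score 3111), where the overlapping 6mA peaks reached 2489 and 2147. For 6mA they were on Contig5165 (55777 to 77742, score 3157), Contig1882 (23802 to 33747, score 3155) and Contig3929 (103 to 1801, score 3152), where the overlapping 4mC peaks reached 2498, 3100 and 3100. In the highest 25% of the 4mC list by score, 365 of 369 peaks (98.9%) met a 6mA peak, against 158 of 369 (42.8%) in the lowest 25%. For 6mA the corresponding numbers were 342 of 347 (98.6%) and 204 of 347 (58.8%). Peaks with high scores were also wider, with medians of 3196 bp against 1090 bp for these parts of the 4mC list, and so met more peaks when placed at random. The random means were 44.6% and 14.5% for 4mC and 47.0% and 20.1% for 6mA, so the ratio to random was lower in the highest part (2.22 and 2.10) than in the lowest (2.95 and 2.93). Nearly all peaks of the highest parts were met (98.9% and 98.6%), so these shares could hardly rise further. With their random means, the ratios of the highest parts could not have reached those of the lowest. The ratios therefore do not show whether strong or weak peaks coincide more beyond chance. Across the 1210 overlapping pairs of AvL1, Spearman's rho of the 2 scores was 0.83 and Pearson's r was 0.88, and over the 1182 pairs with both scores below 3100 they were 0.82 and 0.87. These coefficients are across peaks of 1 pair of libraries, and peaks are not independent replicates.

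The same question in Av-ref gave a lower overlap. Of 1008 4mC peaks, 385 (38.2%, 35.2 to 41.2) met a 6mA peak, and 357 of 1735 6mA peaks (20.6%, 18.7 to 22.5) met a 4mC peak. The 5 joint peaks with the highest scores lay on scaffold_609 (4mC, 25 to 19738; 6mA, 152 to 19879), scaffold_99 (90 to 14656; 85 to 13281), scaffold_1169 (5869 to 13432; 5846 to 14131), scaffold_689 (18038 to 23772; 17968 to 23820) and scaffold_1612 (192 to 5414; 173 to 5469), all with a score of 3100. The 4mC peaks of these 5 pairs were also the 5 highest of the Av-ref 4mC list. In Av-ref, 8 4mC and 14 6mA peaks shared the score of 3100, and among them the wider were named. In the 6mA list, scaffold_609 and scaffold_99 were joined among the highest 5 by scaffold_874 (8763 to 25992), scaffold_1204 (26 to 14793) and scaffold_1303 (6 to 11240), whose 4mC partners reached scores of 301, 1759 and 823. Random placement on the same scaffolds gave a mean overlap of 26.8% of 4mC peaks and 29.1% at most, so the observed share was 1.42 times the random mean. Both ratios depend on where random peaks may fall: over all contigs or scaffolds holding a peak they were 5.49 in Av-ref and 10.2 in AvL1. With at least 50% of each peak covered, 24.4% of Av-ref 4mC peaks had a 6mA partner. In the highest 25% by score, 174 of 252 4mC peaks (69.0%) met a 6mA peak, against 57 of 252 (22.6%) in the lowest 25%, with random means of 52.1% and 14.8%. Over the 398 overlapping pairs of Av-ref, rho was 0.39 and r was 0.56, and over the 373 pairs with both scores below 3100 they were 0.31 and 0.46.

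**Figure D1:**
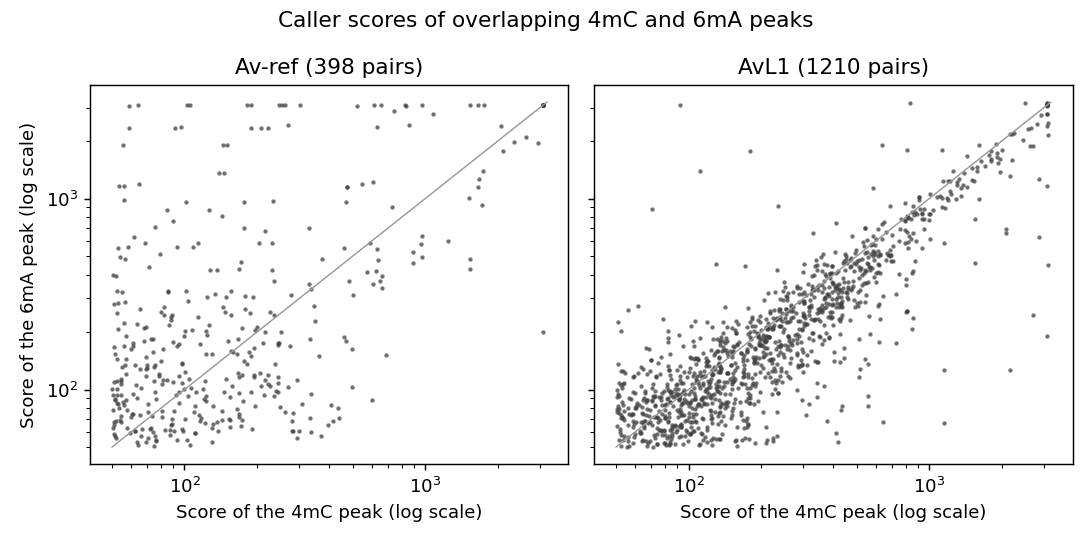
Score of the 6mA peak against the score of the 4mC peak for every overlapping pair, on log axes, in Av-ref (left, 398 pairs) and AvL1 (right, 1210 pairs). Each point is 1 pair and the line marks equal scores. Points follow the line more closely in AvL1 (rho 0.83) than in Av-ref (rho 0.39).

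The strains also differed in how the marks were spread over the assembly. In Av-ref, 6mA peaks were crowded on a small set of scaffolds, led by scaffold_6 with 153 peaks (first start 2070, last end 998696), scaffold_9 with 143 (2669 to 937282) and scaffold_32 with 126 (12507 to 659432). On these scaffolds only 16, 19 and 12 4mC peaks were called. The 20 scaffolds with the most peaks held 55.0% of the Av-ref 6mA peaks, against 15.7% of Av-ref 4mC peaks on their own 20 richest scaffolds. In AvL1 the 20 richest contigs held 9.03% of 4mC and 8.74% of 6mA peaks. By the study's assembly metrics, the long scaffolds of Av-ref are longer than the long contigs of AvL1. The 20 richest can therefore hold more sequence in Av-ref, and these shares are comparable between marks of a strain but not between strains. The richest AvL1 contigs were Contig33729 (12 peaks), Contig1218 and Contig2809 (8 each) for 4mC, and Contig21 and Contig89 (9 each) and Contig24 (8) for 6mA. For Av-ref 4mC the richest scaffolds were scaffold_9 (19 peaks), scaffold_6 (16) and scaffold_874 (12 peaks between 62 and 39309), which was tied with scaffold_32 and scaffold_64 and placed first by covered bases.

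**Figure D2:**
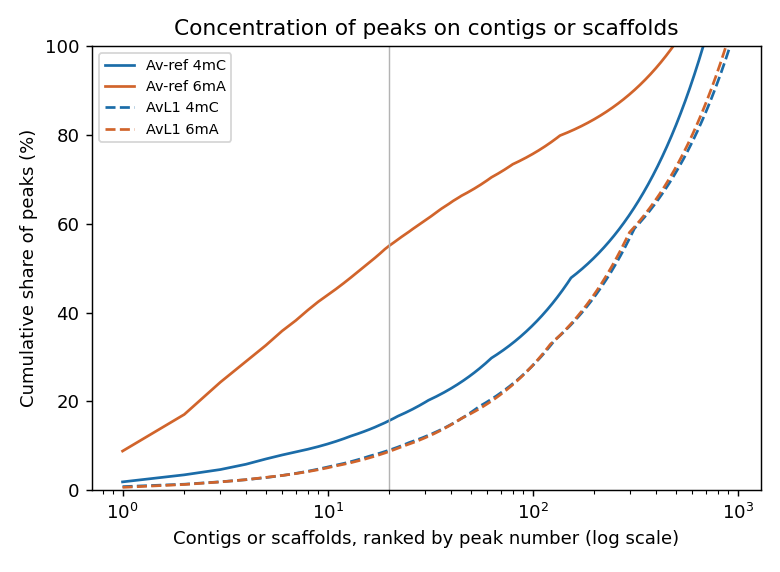
Cumulative share of peaks (%) against contigs or scaffolds ranked by their number of peaks (log scale), 1 line per library; the vertical line marks the 20 richest. At that line Av-ref 6mA reached 55.0%, Av-ref 4mC 15.7%, AvL1 4mC 9.03% and AvL1 6mA 8.74%.

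In all, 26 Av-ref scaffolds carried 10 or more 6mA peaks and together held 1020 of the 1735 peaks (58.8%). Counted to their last peaks, these scaffolds spanned 8.36 Mb. The study described the Av-ref peaks of both marks as spread widely over the assembly. This limit of 10 peaks was chosen after the lists were seen. The crowding ran along these scaffolds, where 58 of the 70 full stretches of 100 kb (82.9%) held 5 or more 6mA peaks. On the other scaffolds reaching 100 kb, 3 of 304 stretches (0.99%) did, a contrast raised by picking the scaffolds for their 6mA peaks. On scaffold_24, 77 of 81 6mA peaks lay in the first 500 kb and 4 beyond it. The same scaffolds held 131 4mC peaks, of which 62 (47.3%, 39.0 to 55.8) met a 6mA peak (random mean 27.2%, highest 38.2%), and on the remaining scaffolds 323 of 877 did (36.8%, 33.7 to 40.1; random mean 26.8%, highest 29.1%). Seen from 6mA, 63 of 1020 peaks (6.18%, 4.86 to 7.82; random mean 3.57%) and 294 of 715 (41.1%, 37.6 to 44.8; random mean 28.3%) met a 4mC peak, shares that are bounded by the small number of 4mC peaks on the crowded scaffolds.

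**Figure D3:**
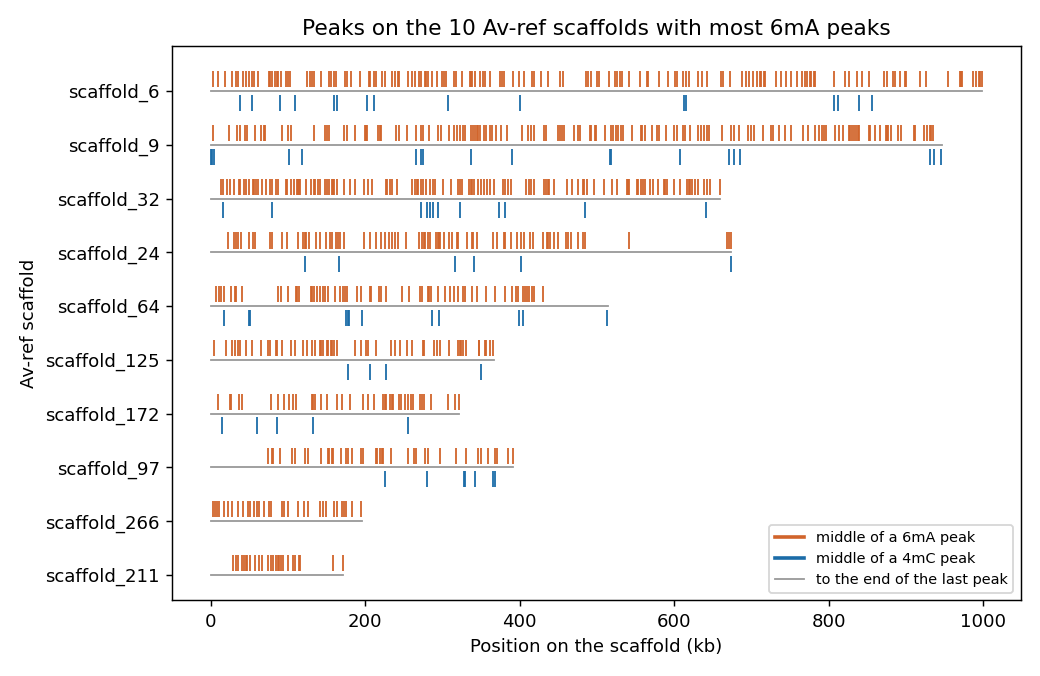
Positions (kb) of 6mA peaks (orange ticks, above each line) and 4mC peaks (blue ticks, below) on the 10 Av-ref scaffolds with the most 6mA peaks; each line runs to the end of the last peak. The 6mA peaks run along most of each scaffold, for example 153 on scaffold_6 beside 16 4mC peaks, and thin out after 500 kb on scaffold_24.

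The numbers of the marks were ordered differently in the strains. Av-ref had 1.72 6mA peaks for each 4mC peak, and AvL1 had 0.94. Without the 10 scaffolds with the most peaks of both marks together, Av-ref had 976 6mA and 922 4mC peaks, or 1.06 6mA peaks per 4mC peak. Without the 26 crowded scaffolds it had 715 and 877, a ratio of 0.815, which turns the order to that of AvL1. Both sets held mostly 6mA peaks, and the 26 were picked for them, so leaving them out lowers the ratio by construction. Median peak width in Av-ref was 826 bp for 4mC (quartiles 685 and 1117) and 1185 bp for 6mA (1026 and 1588), and in AvL1 it was 1516 bp for 4mC (1158 and 2289) and 1490 bp for 6mA (1132 and 2220). Peaks covered 1101 kb (4mC) and 2552 kb (6mA) in Av-ref and 3241 kb and 2981 kb in AvL1. Median scores were 80.2 and 83.1 in the Av-ref lists and 142 and 136 in the AvL1 lists, for 4mC and 6mA, and are not compared between libraries of unknown depth.

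Clustering was measured as the share of peaks with another peak of the same list within 5 kb. For Av-ref 6mA it was 64.5% (62.2 to 66.7), above all 1000 random placements over the scaffolds that held a peak (mean 52.0%, highest 56.1%). The other lists lay within the range of their placements, which does not argue against clustering because contigs without a peak were left out. Av-ref 4mC peaks were clustered in 26.6% of cases (23.95 to 29.4; random mean 23.7%), AvL1 4mC in 32.4% (30.04 to 34.8; random mean 34.5%) and AvL1 6mA in 31.7% (29.3 to 34.2; random mean 33.4%). When each peak was instead kept on its own contig, every one of the 4 lists exceeded its 1000 placements. The Av-ref 6mA share fell to 38.7% without the 26 crowded scaffolds, which were picked for their 6mA peaks.

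Certain contigs named by the study were examined whatever their values. Contig1882 and Contig785 of AvL1 hold tandem repeats beside Athena retroelements, which are telomere-associated mobile elements of bdelloids. Contig1882 had 4 4mC peaks covering 22552 bp and 5 6mA peaks covering 23361 bp. Its widest pair of peaks ran from 23566 to 33666 (4mC, score 3100) and from 23802 to 33747 (6mA, score 3155), and the next from 11116 to 17177 and from 11116 to 17309 (score 3100 in both). Contig785 had 7 4mC peaks covering 12188 bp and 5 6mA peaks covering 12536 bp, with the highest scores at 20613 to 23039 (4mC) and 20014 to 23039 (6mA), again 3100 in both. Only the 6mA peak of Contig1882 at 8997 to 9869 (score 60.7) and the 4mC peak of Contig785 at 19170 to 19939 (score 56.8) lacked a partner in the other mark. In Av-ref, scaffold_23 and scaffold_179 carry the alleles of the N4CMT gene, which encodes the 4mC methyltransferase of this animal. No peak of either mark was called on these scaffolds. A list of called peaks does not show how much signal lay below the calling threshold there. The study described 4mC over this gene in AvL1 by another sequencing method, and the AvL1 copy was not examined here.

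**Figure D4:**
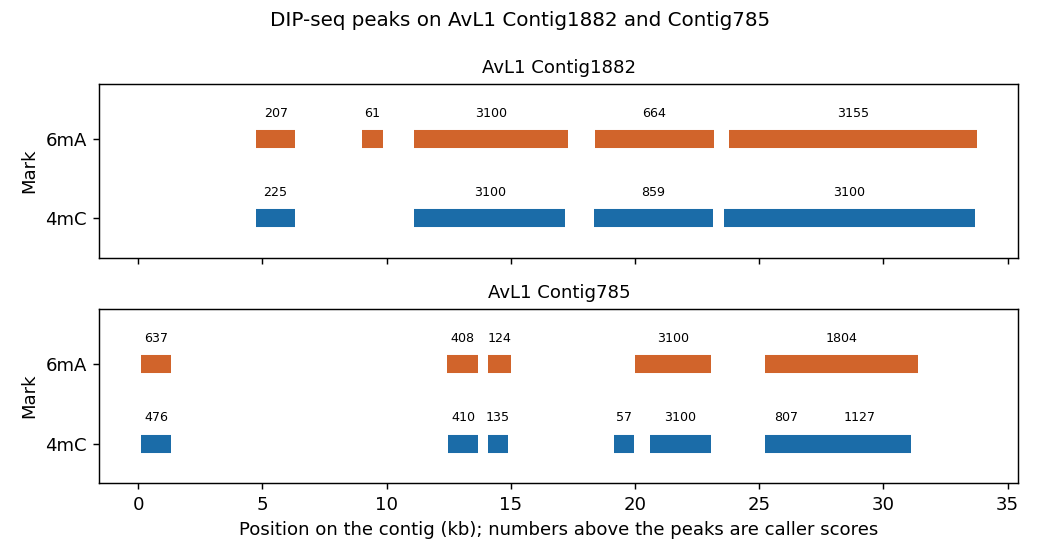
Map of DIP-seq peaks on AvL1 Contig1882 (top) and Contig785 (bottom), with position in kb on the horizontal axis, 6mA in the upper row (orange) and 4mC in the lower row (blue); numbers above the bars are caller scores. The 4mC and 6mA bars coincide except at 8997 to 9869 on Contig1882 and 19170 to 19939 on Contig785.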

Values the study reported

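In Av-ref, the study reported 1008 peaks for 4mC and 1735 for 6mA. It placed 468 of the 1008 4mC peaks and 430 of the 1735 6mA peaks close to transposable elements, and 398 4mC and 1261 6mA peaks close to genes. In AvL1, the study reported 1473 4mC and 1385 6mA peaks. Of these, 1097 4mC and 1042 6mA peaks were described as close to transposable elements, and 863 and 813 as close to genes.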

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

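The tests of 4mC density and of 100 kb stretches on the crowded scaffolds, and of equal peak ends in AvL1, were chosen after the results were seen; the other tests in this part were set before.

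Several differences between the marks in Av-ref were absent or of the other sign in AvL1. With 1 library per group no difference between the strains was tested, and the AvL1 differences in width, in the share on the richest contigs and in neighbours were too small to give a direction. In Av-ref there were 727 more 6mA than 4mC peaks, and in AvL1 there were 1385 6mA against 1473 4mC peaks. The median 6mA peak was 359 bp wider than the median 4mC peak in Av-ref, while in AvL1 the medians were 1490 and 1516 bp. The share of peaks on the 20 richest contigs was 39.4 percentage points higher for 6mA in Av-ref, whereas the AvL1 shares of 8.74% and 9.03% lay close together. The share of peaks with a neighbour within 5 kb was 37.9 points higher for 6mA in Av-ref, and in AvL1 it was 31.7% for 6mA and 32.4% for 4mC. For the share of peaks met by the other mark, the difference of 6mA minus 4mC was -17.6 points in Av-ref and 6.61 points in AvL1. Similar numbers of 4mC and 6mA peaks were met (385 and 357 in Av-ref, 1163 and 1185 in AvL1). The sign therefore largely repeats the order of the peak numbers and is not a separate difference. Without the crowded scaffolds, picked for their 6mA peaks, the Av-ref shares were 41.1% for 6mA and 36.8% for 4mC.

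For the crowding of Av-ref 6mA peaks on 26 scaffolds, weak calls near the calling threshold are argued against as the whole cause, since 42.4% (37.8 to 47.1) of the highest 25% of 6mA peaks by score still lay on these scaffolds, above 29.4%, which is 50% of their share in the whole list. That rule was set before its result was seen, but the scaffolds were chosen from the lists. The share still fell from 58.8% in the whole list to 52.6% in the upper 50% and 42.4% in the highest 25%. Median 6mA scores were lower on these scaffolds (79.0) than on the others (93.8), so weak calls stay open as a part of the cause. Extra copies or higher read coverage of these scaffolds stays open as a candidate explanation. Scaffolds were taken to end at the last peak, and 24 of the crowded and 135 of the other scaffolds reached 100 kb. Scaffolds with no peak reaching 100 kb were left out whatever their length, so the densities are not those of all long scaffolds. Within these sets, 4mC peaks per Mb were 2.91 times as dense (exact 95% interval 2.31 to 3.65) on the crowded scaffolds as on the others. For 4mC peaks that met no 6mA peak the ratio was 1.998 (1.48 to 2.67). Both were far less than the 25.03 times of 6mA, a ratio raised by picking the scaffolds for their 6mA peaks. The 6mA peaks were not confined to a few stretches of 100 kb, since 82.9% (72.4 to 89.9) of these held 5 or more. Picking the scaffolds for their 6mA peaks raises this share, and the interval treats stretches of the same scaffold as independent. Peaks packed closely within a stretch would also reach 5, so short hot spots within the stretches stay open. DNA of another organism assembled among the scaffolds was tried after the hot spots on the same stretches. It stays open, since that interval lay neither above 80% nor below 50% and no sequence was at hand. The study states that contaminant contigs, mostly bacterial, were removed from the AvL1 assembly, so the 2 assemblies may differ in this respect. An untested difference between the marks or strains also stays open.

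The second pattern is the coincidence of 4mC and 6mA peaks in AvL1. Chance meetings of wide peaks are argued against, since the highest of 1000 placements reached 29.9% of 4mC peaks and the observed share was 79.0% (76.8 to 81.0). The same reads deposited under both labels are also argued against, since 0% of the 1210 overlapping pairs had the same start and end in both lists. Starts and ends differed by medians of only 71 and 95 bp, against 159 and 258.5 bp in Av-ref. A single pull-down sequenced under both labels would also give unequal ends, so it was not excluded. Pull-down or mapping that does not depend on the antibody, as at collapsed repeats, could account for the pattern, since Spearman's rho of paired scores was 0.83. Joint modification of the same DNA predicts the same and was not separated from it, because no input library was used here. The study also called both bases in AvL1 by a single-base sequencing method and reported that part of the peaks of each mark overlapped those calls. They were not used here. It states that the antibodies were checked for cross-reactivity, and it warns of residual antibody binding to unmodified fragments.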

How the results depend on the processing

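Leaving out the crowded Av-ref scaffolds, leaving out the 10 richest contigs for the ratio of the marks, the score filters on the share of peaks on the 20 richest contigs, and the placement of clustered peaks on their own contig were chosen after seeing the data; the other alternatives were set before. The marks were compared within each strain, and no paired test was run because each group has 1 library. Comparisons with genes, transposons and base composition were not run. Of 111 values recomputed under an alternative, 26 stayed within their 95% interval or, for counts, within 1.5 times. The share of 4mC peaks met by 6mA stayed above the mean of random placement in both strains under every alternative run. Depth could not be examined, and beyond the alternatives' own construction the cause of each change was not tested.

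With the upper 50% of each list by score, peak numbers were 504 (Av-ref 4mC), 868 (Av-ref 6mA), 737 (AvL1 4mC) and 693 (AvL1 6mA), and median widths were 1113.5, 1568, 2270 and 2200 bp in the same order. The top 25% held 252, 434, 369 and 347 peaks with median widths of 1603.5, 1941, 3196 and 3078 bp. Without peaks wider than 2000 bp the widths were 798, 1131, 1258 and 1240.5 bp.

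In this part the score and width filters cut the lists of both marks. The highest and lowest 25% in Results were instead set against the whole list of the other mark, so those shares differ from these. The share of Av-ref 4mC peaks met by 6mA was 42.3% in the upper 50%, 49.6% in the top 25%, 27.0% without wide peaks and 24.4% with reciprocal overlap of 50%. For Av-ref 6mA it was 26.5% in the top 25%, 16.4% without wide peaks, 14.2% with reciprocal overlap, 32.1% without the 10 richest scaffolds and 41.1% without the crowded ones. For AvL1 4mC it was 82.5% in the upper 50%, 83.2% in the top 25%, 66.2% without wide peaks and 76.4% with reciprocal overlap, and for AvL1 6mA 89.2%, 89.0%, 69.5% and 81.2%. The ratio of the 4mC overlap to random placement in Av-ref was 1.29 in the top 25%, 1.75 with reciprocal overlap, 5.49 with placement on any scaffold holding a peak and 18.6 over a genome of the stated size. In AvL1 it was 2.67 in the upper 50%, 2.22 in the top 25%, 3.45 without wide peaks, 4.44 with reciprocal overlap, 2.65 within 500 bp, 10.2 on any contig and 29.0 over the genome.

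Av-ref 6mA peaks per 4mC peak were 1.34 at a common score cutoff of 142, which sets scores of libraries of unknown depth side by side. Without the 10 richest scaffolds the ratio was 1.06, and without the crowded scaffolds it reversed to 0.815. Both sets hold mostly 6mA peaks, and the crowded ones were picked for them, so both removals lower the ratio by construction and do not show the order elsewhere.

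Keeping fewer peaks lowers the share with a neighbour by construction, so the values by score do not describe the clustering of strong peaks. The share of Av-ref 4mC peaks with a neighbour was 23.8% in the upper 50%, 17.5% in the top 25%, 22.5% without wide peaks, 17.9% within 2 kb, 30.2% within 10 kb and 22.9% without the 10 richest scaffolds. For Av-ref 6mA these were 44.7%, 29.0%, 60.3%, 43.8%, 74.4% and 49.3%, and 38.7% without the crowded scaffolds. For AvL1 4mC they were 22.7%, 19.8%, 19.4%, 23.8% and 37.3%, and for AvL1 6mA 23.8%, 17.6%, 19.98%, 24.5% and 36.4%, in the order down to 10 kb. With placement on the own contig, the excess of this share over the random mean was 6.80 points for Av-ref 4mC and 5.49 for Av-ref 6mA, and in AvL1 it reversed from below to above the mean, at 5.65 for 4mC and 5.22 for 6mA. The share on the 20 richest contigs was 49.7% in the upper 50% and 41.9% in the top 25% for Av-ref 6mA, 21.0% in the top 25% for Av-ref 4mC, 11.7% and 16.0% for AvL1 4mC, and 12.6% and 17.6% for AvL1 6mA.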

Other observations

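No hypothesis was tested in this part, and its values were chosen after the lists were seen. Many peaks began at the very start of a contig. In Av-ref, 272 of 1008 4mC peaks (27.0%, 24.3 to 29.8) and 180 of 1735 6mA peaks (10.4%, 9.03 to 11.9) started within the first 200 bp, among them the joint peak of scaffold_609. In AvL1 these were 202 of 1473 4mC peaks (13.7%, 12.1 to 15.6) and 194 of 1385 6mA peaks (14.0%, 12.3 to 15.9), among them the highest 4mC peaks of Contig882 and Contig777. Contig lengths were not used, so the matching share at contig ends was not computed.

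Very wide peaks were more frequent in AvL1, where 25 4mC and 19 6mA peaks were 10 kb or wider, than in Av-ref, where 2 and 6 were. In AvL1, 767 contigs carried peaks of both marks, 152 carried 4mC peaks alone and 111 carried 6mA peaks alone. In Av-ref, 296 scaffolds carried both, 384 carried 4mC alone and 190 carried 6mA alone.

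Peaks met by the other mark had higher scores within every list. The medians were 123 against 68.9 for Av-ref 4mC, 136 against 78.2 for Av-ref 6mA, 195 against 68.6 for AvL1 4mC and 160 against 65.7 for AvL1 6mA. Such peaks were also wider, with medians of 1674 against 1139 bp for AvL1 4mC and 1062 against 755 bp for Av-ref 4mC.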
